A study of Mus musculus with 138 samples.

How the data were processed

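The study measured polyadenylated RNA in mouse embryos at the 2-cell stage, with 1 library per plate well. Per the labels' protocols, the libraries came from the RNA part of scNMT-seq, a method that reads RNA, DNA methylation and chromatin accessibility from the same cell or embryo, and were made with Nextera XT and dual indexes. Only the RNA tables were analysed here.

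The authors deposited 2 tables of read counts per gene, 1 for the maternal deletion experiment and 1 for the TrimAway experiment. Per the file headers, the reads of each well were aligned with HISAT2 to GRCm38 together with ERCC spike-in sequences. The headers have the layout of a probe report from SeqMonk, a program that counts reads over annotated genes. The aligner's version, the annotation release, the handling of strand, of reads that match several places and of read pairs, and any removal of duplicate reads are not stated in the labels or headers. The deposited counts were whole numbers that had not been normalized, and their sums differed between libraries. Among low values of the libraries kept below, odd counts outnumbered even ones (134662 table cells held a count of 1, 30228 a count of 2, 84269 a count of 3 and 23199 a count of 4). The reason for this parity is not stated in the labels or headers, and counting error computed from such values as single reads can be too small. Each table held 25965 lines, and 57 gene identifiers had more than 1 line. Lines with the same identifier were summed, which left 25900 genes. Neither table held a line for a spike-in sequence.

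Of the 138 libraries, 135 were embryos and 3 were wells without an embryo. Groups and replicate numbers were taken from the sample labels. A replicate number named a pool or collection of embryos, and the labels' design text calls these technical replicates. The pairing of groups by replicate number comes from these labels, and embryos with the same number are different embryos. In the table of the maternal deletion experiment, the headers placed replicate 1 and replicate 2 on different sequencing lanes, so collection and lane cannot be told apart there. All TrimAway libraries came from 1 lane. Libraries with under 100000 counts were left out of the comparisons, which removed 19 embryo libraries, 2 of them with 0 counts. This kept 116 libraries. All 6 IgG libraries of replicate 2 were removed in this way. No library was removed for its content. No 2 libraries of a group held identical values, and a chi-square statistic over genes with at least 20 counts in the 2 libraries together gave at least 4.53 per degree of freedom for every pair of kept libraries in a group, so no library was treated as a duplicate of another.

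Gene counts were compared with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter on low counts and the robust quasi-likelihood F test. Each comparison was fitted on the libraries of its own groups, without the replicate number. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called changed. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The fit with the replicate number as a block was the paired alternative. Where replicate numbers pair samples was checked by the correlation, across genes, of the deviations of same-numbered group means. The difference between replicates in the effect of the deletion was tested as an interaction, and the difference between the effects of deletion and TrimAway as a contrast of all 4 groups in 1 fit. Sets of genes changed at least 2-fold by the deletion were tested in the TrimAway comparison with camera in limma 3.58.1, with the correlation between genes estimated from the data. Genes named in the text were Smarca5, Smarca1 and Trim21 and, for each comparison, the 5 largest rises and 5 largest falls among changed genes with an average log2 CPM of at least 4 and the same direction in every replicate number that both groups have.

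For lists of genes, the value of a library was the mean of log2(CPM + 1) over the list, with TMM-scaled CPM, in which the deposited counts are scaled by the library's total times its TMM factor. The lists of 2-cell stage genes and of maternal transcripts were written from general knowledge, and 37 and 45 of their genes were in the tables. The list of ribosomal protein genes was defined by name prefix and held 82 genes after a pattern, added once the data had been examined, had removed pseudogenes and kinases with similar names. Its comparison was not among those fixed in advance. The number of detected genes was counted after each library had been thinned at random to 100000 counts. Group means of these values were compared with two-sided permutation tests of 100000 resamples, whose smallest possible p-value is 1e-05. The grouping, the comparisons, the tests and most alternatives were fixed before the data were examined, and alternatives chosen after that are named as such in the closing section.

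The alternatives were the inclusion of all libraries, a minimum of 500000 counts, DESeq2 1.42.0 with its size factors, limma voom with sample weights, scaling by total counts only, no filter on low counts, the replicate number as a block, counts summed per group and replicate number with that block, leaving out each replicate number in turn, all 3 TrimAway groups in 1 fit and a change of at least 2-fold. For lists they also included a pseudocount of 0.1 and only genes with an average of at least 10 counts per library, for detected genes a minimum of 5 counts and no thinning, and for the gene sets of the deletion any size of change. For values per library, the block test permuted labels within each replicate number and averaged the differences of the replicate numbers. Gene length and GC content were taken from the longest GENCODE M21 transcript, which matched 96.5% of the gene identifiers. Positions are those of the deposited tables, on GRCm38.

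The count tests were checked on simulated counts with the means and library sizes of these data, a dispersion of 1 and 200 genes changed 4-fold. edgeR recovered 85.5% of the changed genes among 8340 genes at the size of the deletion comparison, 75% among 9856 at the size of the comparison of anti-SMARCA5 with IgG, 58.5% among 10373 for anti-SMARCA5 with uninjected and 46.5% among 9559 for IgG with uninjected. False calls made up at most 9.79% of the calls of a step. The 2 tests of a difference between effects had little power for 4-fold differences. The interaction with replicate number recovered 0% of them among 8338 genes, and the contrast of deletion and TrimAway effects recovered 24.5% among 11695 genes. These tests were then also run on simulated 16-fold differences, of which they recovered 84.5% and 97%, among 8381 and 11682 genes. Their gene counts therefore leave out most differences of 4-fold or smaller.

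Library totals ranged from 109007 to 12004992 counts among the kept libraries, so that 3 counts corresponded to between 0.25 and 27.5 CPM. Group means of Smarca5 and Trim21 CPM use library totals unless called TMM-scaled, whereas the log2 changes use TMM scaling, so their sizes need not match. Confidence intervals for single libraries are 95% Wilson intervals. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Calculations other than the tests used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9.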

Results

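The libraries address whether loss of the chromatin remodeller SMARCA5 from the egg or the zygote changes transcription in 2-cell embryos, when the embryo's own genome is activated. In the maternal deletion experiment, embryos of females with a deletion of Smarca5 in the oocyte were compared with embryos whose labelled genotype is Smarca5 +/+. Libraries titled Smarca5 +/- are called maternal deletion here, and those titled Smarca5 +/+ are called wild type. The titles of both groups also name matKO females, so they do not tell the mothers apart. The groups differ in the labelled genotype of the embryo too, and its effect cannot be separated from maternal loss. In TrimAway, an antibody injected into the zygote directs its target protein to degradation through TRIM21. Embryos injected with an antibody to SMARCA5 were compared with embryos injected with IgG and with uninjected embryos. After libraries of low depth were left out, 28 libraries labelled maternal deletion, 22 labelled wild type, 31 labelled anti-SMARCA5, 20 labelled IgG and 15 labelled uninjected remained.

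Smarca5 RNA (chromosome 8, positions 80698507 to 80739497) was measured first in every library. Its mean, with the standard deviation (SD), was 450.4 ± 184 CPM in libraries labelled wild type and 90.8 ± 77.6 CPM in libraries labelled maternal deletion, with ranges of 158 to 839 CPM and 2.99 to 349 CPM. Every one of the 28 libraries labelled maternal deletion lay below the wild-type median of 443 CPM, and 3 of them lay above the lowest wild-type library. The edgeR log2 fold change was -2.06 (standard error (SE) 0.31, adjusted p = 2.63e-07), against -2.05 (adjusted p = 1.77e-07) with the replicate number as a block, where same-numbered groups deviated together with a correlation across genes of 0.529. Over the alternatives the change ranged from -2.49 to -1.91 and the adjusted p from 6.43e-12 to 0.000468. One library of replicate 2 labelled maternal deletion, in well A04, went against its label. It held 1095 Smarca5 counts among 3141872, or 349 CPM with a 95% Wilson interval of 328 to 370 CPM, the highest value of its group. Its Gdf9 value of 24.5 CPM (19.6 to 30.6) lay below the 881 CPM that was the lowest of the other libraries labelled maternal deletion and within the wild-type range, whose highest value was 645 CPM. Among wild-type libraries, that highest Gdf9 value and the lowest Smarca5 value of 158 CPM both came from well G05 of replicate 2. Well H05 of replicate 2, also wild type, held 350 CPM of Gdf9 and 209 CPM of Smarca5. All of these libraries were kept in their labelled groups.

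TrimAway acts on protein, so Smarca5 RNA does not measure the depletion. Smarca5 RNA was 417 ± 303 CPM in libraries labelled anti-SMARCA5, 711 ± 318 CPM in libraries labelled IgG and 624 ± 182 CPM in libraries labelled uninjected. Anti-SMARCA5 against IgG gave a log2 fold change of -0.65 (SE 0.27, edgeR adjusted p = 0.124), with 9 of 31 anti-SMARCA5 libraries above the IgG median. With the replicate number as a block it was -1.02 (adjusted p = 0.0138, pairing correlation 0.551), and over all alternatives the adjusted p ranged from 0.0138 to 0.479. The change was -0.14 (SE 0.29, adjusted p = 0.737) for anti-SMARCA5 against uninjected, with 11 of 31 libraries above the uninjected median, and 0.51 (SE 0.22, adjusted p = 0.265) for IgG against uninjected, with 14 of 20 above it. The adjusted p ranged over the alternatives from 0.135 to 0.941 and from 0.0793 to 0.998. The log2 changes use TMM scaling and the CPM means above use library totals, so they differ in size. With TMM scaling, mean Smarca5 was 460 CPM in anti-SMARCA5 and 506 CPM in uninjected libraries. In the fit of IgG and uninjected libraries it was 808 and 566 CPM. Over the alternatives the change ranged from -0.76 to 0.036 for anti-SMARCA5 and from 0.19 to 0.62 for IgG, each against uninjected. The related gene Smarca1 was at or under 3 counts in every kept library of the maternal deletion experiment. That also held for 29 of 31 anti-SMARCA5, 17 of 20 IgG and 13 of 15 uninjected libraries. The highest values were 37.5 CPM (104 counts, IgG, well A04 of replicate 3) and 27.3 CPM (52 counts, anti-SMARCA5, well B05 of replicate 3). Smarca1 was not tested.

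Trim21 RNA (chromosome 7, positions 102557922 to 102565469) was near 0 in both groups of the maternal deletion experiment and at or under 3 counts in all 15 uninjected libraries. It was above 3 counts in 30 of the 31 anti-SMARCA5 libraries, with a mean of 1780.3 ± 1541 CPM, at least 644-fold higher than the mean uninjected floor of 2.77 CPM. The exception, well C02 of replicate 2, held 0 Trim21 counts (Wilson interval up to 1.94 CPM). Among IgG libraries, Trim21 was 0 in all 10 of replicate 1 and above 3 counts in 8 of the 10 of replicate 3, whose mean was 520.3 ± 629 CPM, at least 188-fold above the uninjected floor. The IgG libraries of replicate 1 therefore differed from those of replicate 3 in a transcript that was near 0 in uninjected libraries, and both were kept under their label. The log2 fold change of Trim21 was 13.17 (SE 0.89, adjusted p = 2.54e-16) for anti-SMARCA5 against uninjected, with 30 of 31 libraries higher, and 2.96 (SE 0.88, adjusted p = 0.0486) for anti-SMARCA5 against IgG, with 30 of 31 higher. Over the alternatives the adjusted p ranged from 1.12e-69 to 0.00445 and from 4.30e-07 to 0.799. With the replicate block, the comparison with IgG gave 8.52 (adjusted p = 0.00175, pairing correlation 0.551). Trim21 failed the filter on low counts in the comparison of IgG with uninjected, and without that filter, a choice made after the failure was seen, its change was 10.23 (SE 1.93, adjusted p = 0.0404). It was 8.19 (adjusted p = 0.0559) with the block, with a pairing correlation of 0.419. The adjusted p ranged over the alternatives from 0.00826 to 0.997.

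**Figure D1:**
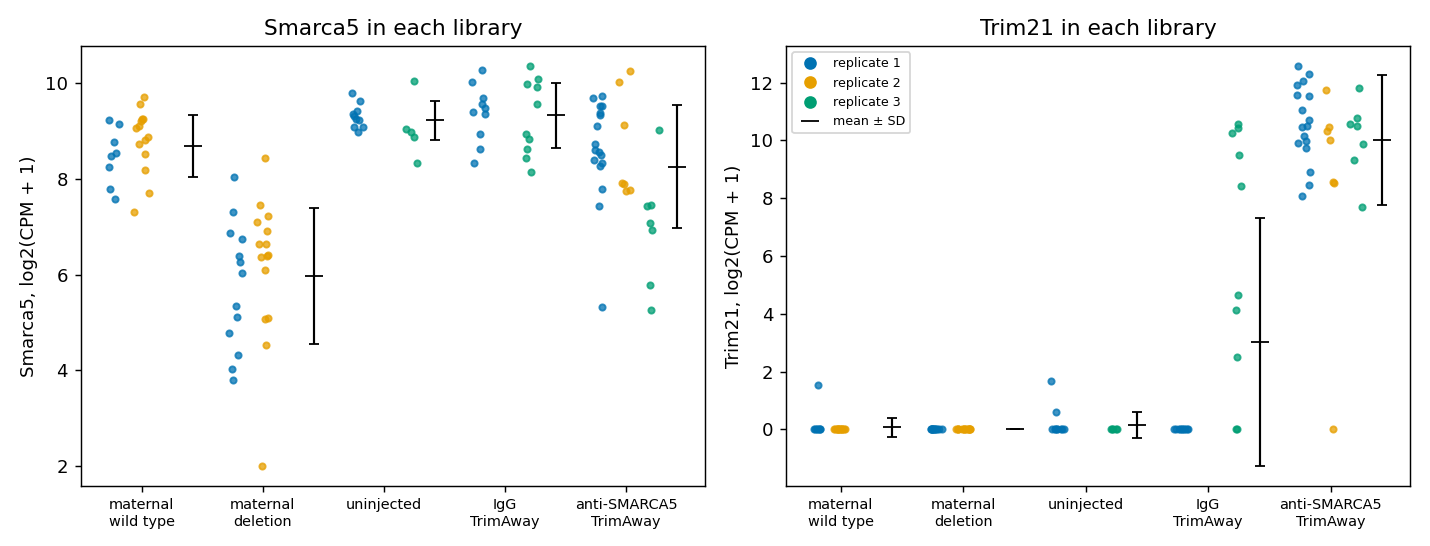
Smarca5 (left) and Trim21 (right) in each kept library, as log2(CPM + 1), by group, with colours for replicate numbers and bars for the mean ± SD. All 28 maternal deletion libraries lie below the wild-type median of Smarca5, and Trim21 is 0 in the 10 IgG libraries of replicate 1.

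After maternal deletion, 4825 of 8518 tested genes (56.6%) changed at an adjusted p under 0.05 in edgeR, 2580 higher and 2245 lower than in wild type. Of these, 2265 and 2048 changed at least 2-fold. The direction was the same in both replicate numbers for 96.9% of the changed genes and for 80.3% of all tested genes. With the replicate number as a block, 4907 genes changed, 2711 higher and 2196 lower, and 4644 of them were among those changed without it (pairing correlation 0.529). The alternative that moved the count most was the fit without a filter on low counts, with 10416 genes. The median log2 change of all tested genes was 0.18 with TMM, 0.094 with DESeq2 size factors and -0.036 with total counts only, so the direction of small changes depends on the scaling. With total counts only, 2199 changed genes were higher and 2623 lower, and with all libraries 2046 were higher and 2427 lower. Which direction held more changed genes therefore depends on the settings.

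The 5 largest rises were those of Lsr, Plat, 4932438H23Rik, Ptgds and Gdf9. Lsr rose by a log2 fold change of 6.20 (SE 0.78, adjusted p = 7.20e-09) and lay above the wild-type median in 27 of 28 libraries. Plat, 4932438H23Rik and Ptgds changed by 6.08, 5.83 and 5.83, and lay above it in 27, 22 and 28 libraries. Gdf9 changed by 5.81 (SE 0.54, adjusted p = 3.80e-12), from a mean of 114 to 6431 TMM-scaled CPM, and was higher in 27 of 28 libraries. Over its alternatives the adjusted p of Gdf9 ranged from 1.20e-43 to 1.23e-06, and that of Lsr from 3.87e-20 to 1.38e-05. The 5 largest falls were those of Gm4799 at -5.39 (SE 0.70, adjusted p = 1.30e-08, alternatives 1.12e-20 to 0.000187), Zbtb17 at -5.11, Dohh at -5.10, Stmn3 at -4.90 and Mmp19 at -4.87, and none of the 28 libraries lay above the wild-type median for any of them. Gm4799 is annotated as a processed pseudogene, and how reads that match several places were counted is not stated. Lsr, 4932438H23Rik, Zbtb17 and Mmp19 overlap other genes, and the strand of the counts is not stated. All of these genes stayed past the threshold in every alternative that gave a value. Lsr, 4932438H23Rik and Ptgds were at or under 3 counts in 20, 21 and 20 of 22 wild-type libraries. The sizes and ranks of their rises are therefore uncertain. Over the alternatives the change ranged from 4.66 to 8.88 for Lsr and from 3.37 to 10.5 for 4932438H23Rik. Each of the 5 falls was at or under 3 counts in at least 20 of the 28 deletion libraries, which limits their sizes too.

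The effect of the deletion differed between the replicate numbers for 65 of the 8518 genes at an adjusted p under 0.05 (edgeR interaction), with 1366 at an unadjusted p under 0.05. Of the 65, 50 were among the genes changed by the deletion, and 31 had opposite signs in replicates 1 and 2. Across genes, which are not independent replicates, the log2 changes of replicates 1 and 2 correlated with r = 0.752 in separate edgeR fits per replicate. In these fits 97.1% of the changed genes had the same sign in both, whereas the 96.9% above rests on mean log2(CPM + 1) per replicate.

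Anti-SMARCA5 against IgG gave 317 changed genes of 10447 tested, 181 higher and 136 lower, of which 131 and 90 changed at least 2-fold. At an unadjusted p under 0.05 there were 2762. With the replicate number as a block, 2691 genes changed, 1265 higher and 1426 lower, and 312 of them were among the 317 (pairing correlation 0.551). The alternative that moved the count furthest was the length and GC correction with the block, added after the data were examined, with 3415 genes, and without replicate 1 the count was 0, with 1210 genes at an unadjusted p under 0.05. With total counts only, 64 genes changed and 26.6% of them were higher, against 57.1% with TMM. That scaling moved the median log2 change of all genes from 0.037 to -0.10. Replicate 2 had no IgG library above the minimum depth, so its 7 anti-SMARCA5 libraries had no counterpart.

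Besides Trim21, the largest rises in this comparison were Sepp1 at 3.84, Adra2b at 2.61 (SE 0.59, adjusted p = 0.0198, higher in 28 of 31 libraries), Onecut2 at 2.43 and Dll1 at 2.25. Sepp1 (adjusted p = 0.0468) rested on few libraries, with a median of 0.65 CPM against 0, and changed by 0.44 (adjusted p = 0.742) with the block, where the pairing correlation was 0.551. The falls were Tacr3 at -2.77, Gm16243 at -2.63, Gm14929 at -2.57, Gata1 at -2.30 (SE 0.52, adjusted p = 0.0203, above the IgG median in 1 of 31 libraries) and Stmn3 at -2.14. Gm16243 (adjusted p = 0.0306) had medians of 2.98 and 5.14 CPM, an SD of 131 CPM in IgG libraries and 13 of 31 anti-SMARCA5 libraries above the IgG median, and changed by -0.13 (adjusted p = 0.905) in DESeq2. Each of these 10 genes lost the threshold in at least 1 alternative. Over the alternatives the adjusted p ranged from 0.000279 to 0.387 for Adra2b, from 0.000331 to 0.387 for Gata1, from 0.0286 to 0.862 for Sepp1 and from 0.00551 to 0.905 for Gm16243. It reached 0.387 for Onecut2, Dll1 and Gm14929, 0.0828 for Tacr3 and 0.159 for Stmn3. Gm16243 lies within Pde8b on the opposite strand. Sepp1, Adra2b and Onecut2 were at or under 3 counts in 13, 11 and 12 of 20 IgG libraries. Tacr3 and Gm14929 were so in 20 and 19 of 31 anti-SMARCA5 libraries. The sizes of the changes of these genes are therefore uncertain.

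Anti-SMARCA5 against uninjected gave 2999 changed genes of 10750, 1885 higher and 1114 lower. With total counts only, 17.9% of the changed genes were higher, against 62.9% with TMM, and the median log2 change of all genes was -0.29 against 0.13. Besides Trim21, the largest rises were Cyp26a1 at 4.62, Gata3 at 4.37 (SE 0.73, adjusted p = 0.000576, higher in 28 of 31 libraries), Hoxa9 at 4.18 and Irs1 at 3.74. These 4 genes were at or under 3 counts in 13, 8, 13 and 11 of 15 uninjected libraries, and none exceeded 11 counts there. The sizes and ranks of their rises are therefore uncertain, and that of Hoxa9 ranged from 2.50 to 7.31 over the alternatives. The largest falls were Gata1 at -2.29, Smyd5 at -2.22, Mpdu1 at -2.20, Tmx1 at -2.12 and Mtrr at -2.08. All of these except Trim21 lost the threshold in at least 1 alternative, and the adjusted p of Gata3 ranged from 1.57e-09 to 0.108. Gata3, Hoxa9, Irs1 and Mpdu1 overlap other genes. IgG against uninjected gave 0 changed genes of 9915, with 1440 at an unadjusted p under 0.05. With the block it gave 0, with 1116 at an unadjusted p under 0.05 (pairing correlation 0.419). DESeq2 gave 261 genes for this comparison and the fit without a low-count filter 881. The difference between the effects of anti-SMARCA5 and IgG is the comparison of these groups above, with 317 genes.

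Among 8238 genes tested in both the deletion comparison and that of anti-SMARCA5 with IgG, 4651 and 261 changed. Both comparisons changed 206 genes, against 147 by chance, and all 206 changed in the same direction, 113 higher and 93 lower. With the block in the TrimAway fit (pairing correlation 0.551), 1946 genes changed in both, against 1376 by chance, and 1939 of them had the same direction. Across genes, which are not independent, the log2 changes correlated with r = 0.763 (rho = 0.784), and with r = 0.804 under the block. The slope of TrimAway on deletion changes was 0.277. The deletion changes correlated with r = 0.709 with those of anti-SMARCA5 against uninjected and with r = 0.253 with those of IgG against uninjected. The uninjected group is shared by these last 2 comparisons, and the IgG and anti-SMARCA5 groups by others, so the correlations are not independent.

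**Figure D2:**
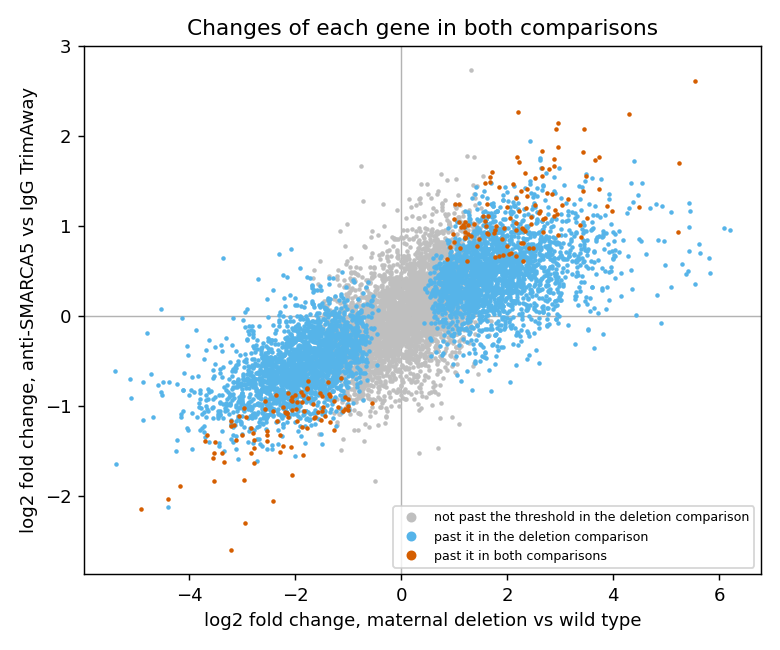
The log2 fold change of each gene tested in both comparisons, after maternal deletion (horizontal axis) and after anti-SMARCA5 against IgG TrimAway (vertical axis), with 1 point per gene. The 206 genes past the threshold in both comparisons (orange) lie in the quadrants of equal direction.

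Genes lower after deletion by at least 2-fold (2044 tested) had a median log2 change of -0.61 in anti-SMARCA5 against IgG (camera p = 0.0129), and 95.7% of them were lower. Genes higher after deletion (2095 tested) had a median of 0.54 (camera p = 0.00677), and 92.5% were higher. The median of the genes outside both sets was 0.054. The camera test instead compared each set with all genes outside it, the opposite set included. Its p-values are therefore not independent of each other and are not tests against unchanged genes alone. Genes of a set moved together, with estimated correlations between genes of 0.402 and 0.199, for which camera allows. With the replicate block in both fits the medians were -0.94 (p = 0.00496, 1969 genes) and 0.68 (p = 0.00104, 2179 genes), with a pairing correlation of 0.551. Over the alternatives p ranged from 0.00138 to 0.0542 for the lower set and from 0.00104 to 0.104 for the higher set. The effects of deletion and TrimAway differed for 2315 of 12035 genes in a fit of all 4 groups. Of the 1737 of these genes tested in both separate comparisons, 1503 (86.5%) changed in the same direction and less after TrimAway, 234 changed in opposite directions and 0 changed in the same direction and more. With the block, 1404 genes differed (pairing correlations 0.529 and 0.551).

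The list of 2-cell stage genes averaged 2.64 ± 1.61 in log2(CPM + 1) in maternal deletion libraries and 4.33 ± 1.38 in wild type, a difference of -1.69 (two-sided permutation p = 0.00045). The within-replicate differences averaged -2.01 (permutation p = 9.00e-05, pairing correlation 0.529) and were -3.36 in replicate 1 and -0.66 in replicate 2. Without replicate 1, the alternative that moved it most towards 0, the difference was -0.49 (permutation p = 0.406), and over all alternatives p ranged from 2.00e-05 to 0.406. Of 24 listed genes tested, 13 were lower and 1 was higher, whether p was adjusted over all genes or over the list. Obox3 changed most, by -3.87 (SE 0.75, adjusted p = 2.75e-05), and the gene that was higher was Zfp750 at 1.76 (SE 0.60, adjusted p = 0.0113). These 2 genes were chosen after their values were seen. Several genes of this list have near-identical copies, and how reads matching several copies were counted is not stated. For anti-SMARCA5 against IgG the difference was -0.55 (permutation p = 0.216), against -0.95 (permutation p = 0.0276) within replicates (pairing correlation 0.551). The within-replicate differences were 0.061 in replicate 1 and -1.97 in replicate 3. Of 32 listed genes tested, 0 passed the threshold.

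The list of maternal transcripts averaged 7.54 ± 0.77 in maternal deletion libraries and 5.47 ± 1.22 in wild type, a difference of 2.07 (permutation p = 1e-05, the smallest that the permutations can give), and 27 of 28 deletion libraries lay above the wild-type median. Within replicates the difference was 1.89 (permutation p = 1e-05, pairing correlation 0.529), with 1.47 in replicate 1 and 2.30 in replicate 2. Of 42 listed genes tested, 31 were higher and 2 lower under either adjustment. After TrimAway, anti-SMARCA5 against IgG, the difference was 0.21 (permutation p = 0.228), against 0.50 (permutation p = 0.0119) within replicates (pairing correlation 0.551), with 0.079 in replicate 1 and 0.92 in replicate 3. In this comparison 1 listed gene was higher and 1 lower when p was adjusted over all genes, and 4 were higher and 1 lower when it was adjusted over the list. Ribosomal protein genes, a comparison added after the data were examined, were lower after deletion by -2.76 in mean log2(CPM + 1) (permutation p = 1e-05, the smallest possible), with 76 of 80 genes lower. Within replicates this was -2.60 (permutation p = 1e-05, pairing correlation 0.529), with -2.53 in replicate 1 and -2.67 in replicate 2. Against IgG, anti-SMARCA5 libraries differed by -0.94 (permutation p = 0.00763), and -1.38 (permutation p = 0.00017) within replicates (pairing correlation 0.551), with -0.88 in replicate 1 and -1.89 in replicate 3. Of 82 ribosomal protein genes tested there, 2 were lower when p was adjusted over all genes and 8 when it was adjusted over the list. With all libraries the difference was -0.62 and lost the threshold (permutation p = 0.181). The direction of each list was the same under scaling by total counts only.

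Compared with uninjected libraries, the 2-cell list differed by 0.19 in anti-SMARCA5 libraries (permutation p = 0.689), with 1.29 in replicate 1 and -2.02 in replicate 3. The list was thus lower than in uninjected libraries only in replicate 3. Within replicates it differed by -0.36 (permutation p = 0.473), but same-numbered groups did not deviate together in this comparison (pairing correlation 0.083). In IgG libraries it differed by 0.72 (permutation p = 0.0504), and by 0.56 (permutation p = 0.149) within replicates (pairing correlation 0.419), with 1.24 in replicate 1 and -0.12 in replicate 3. The maternal list differed by 0.39 (permutation p = 0.0577) in anti-SMARCA5 libraries, with -0.028 in replicate 1 and 1.54 in replicate 3, so the rise was seen in replicate 3 only. Within replicates the list differed by 0.75 (permutation p = 0.00704), which was past the threshold. In IgG libraries it differed by 0.13 (permutation p = 0.425), and by 0.20 (permutation p = 0.329) within replicates, with -0.11 in replicate 1 and 0.50 in replicate 3. The ribosomal protein list differed by -1.37 (permutation p = 0.00038) in anti-SMARCA5 libraries, and by -1.75 (permutation p = 5.00e-05) within replicates. The difference was -1.01 in replicate 1 and -2.48 in replicate 3. In IgG libraries the list differed by -0.47 (permutation p = 0.108), and by -0.42 (permutation p = 0.184) within replicates, with -0.14 in replicate 1 and -0.70 in replicate 3. The tests within replicates of this paragraph were added after the data were examined.

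**Figure D3:**
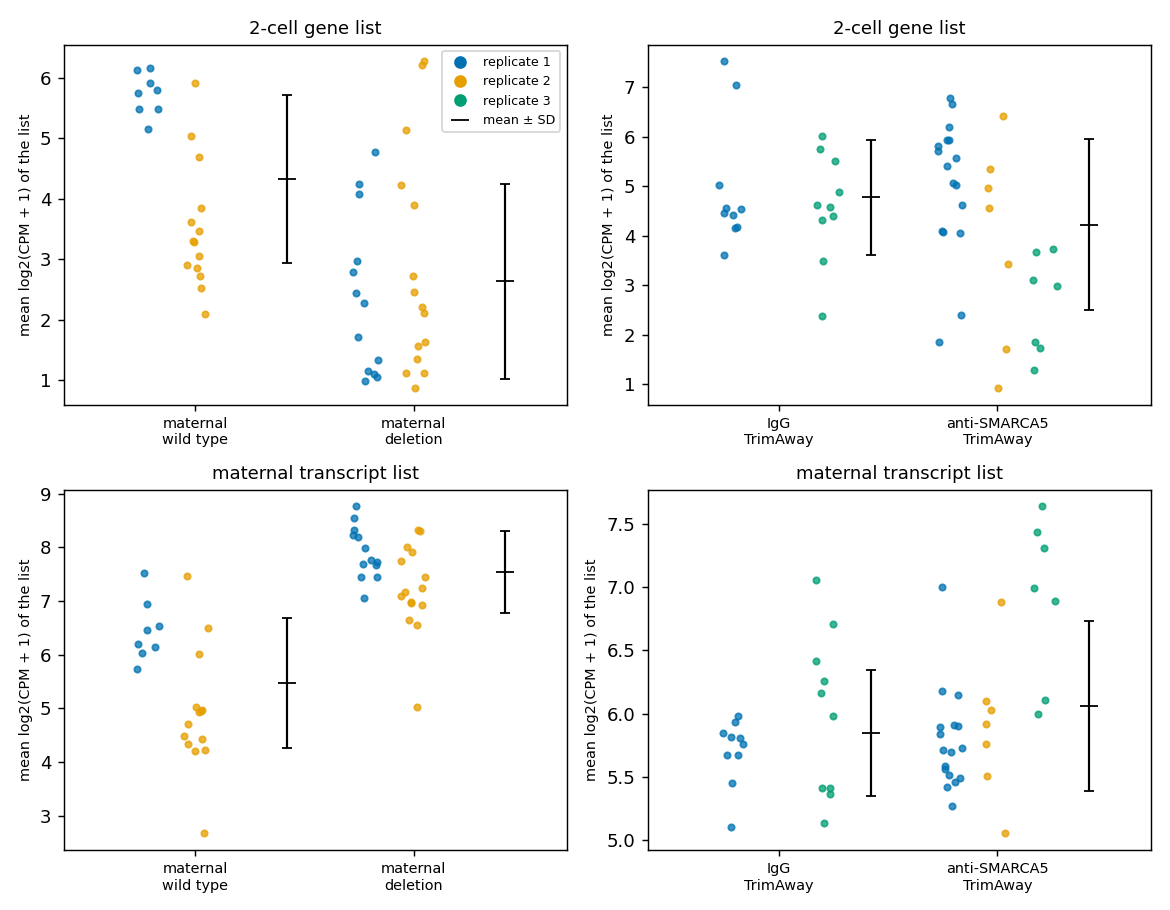
Mean log2(CPM + 1) of the 2-cell list (top) and of the maternal transcript list (bottom) in each library, for the maternal deletion experiment (left) and for IgG and anti-SMARCA5 TrimAway (right), with colours for replicate numbers and bars for the mean ± SD. The 2-cell list differs by -3.36 in replicate 1 and by -0.66 in replicate 2 of the deletion experiment.

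At an equal depth of 100000 counts, 7896 ± 928 genes were detected in maternal deletion libraries and 7779 ± 716 in wild type, a difference of 118 genes that was within the spread of the libraries (permutation p = 0.628). Within replicates it was 107 genes (permutation p = 0.639, pairing correlation 0.529), with -159 in replicate 1 and 374 in replicate 2. With at least 5 counts per gene the difference was -459 (permutation p = 0.00188), so its direction and threshold depend on the detection rule. Without thinning it was 1316 (permutation p = 0.00500), in the same direction as the 118. That value is not corrected for depth, and total counts were higher after deletion by 0.359 in log10 (permutation p = 0.0287). Anti-SMARCA5 libraries differed from IgG by -56.0 genes (permutation p = 0.848), against -191 (permutation p = 0.505) within replicates (pairing correlation 0.551), with 397 in replicate 1 and -780.3 in replicate 3. Over the alternatives of this comparison p ranged from 0.0698 to 0.848. Against uninjected libraries the differences were -572 (permutation p = 0.0610) for anti-SMARCA5, with -34.8 in replicate 1 and -1455 in replicate 3, and -516 (permutation p = 0.0129) for IgG, with -432 and -675. The tests within replicates, added after the data were examined, gave -745 for anti-SMARCA5 (permutation p = 0.0365, pairing correlation 0.083). For IgG they gave -554 (permutation p = 0.0189, pairing correlation 0.419).

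Counts of mitochondrially encoded genes made up 25.8 ± 12.8% of anti-SMARCA5 libraries, 18.7 ± 8.03% of IgG libraries and 13.4 ± 6.84% of uninjected libraries, with 7.76 ± 4.79% after maternal deletion and 6.31 ± 5.25% in wild type. Anti-SMARCA5 differed from IgG by 7.17 points (permutation p = 0.0250), and by 4.52 points (permutation p = 0.102) within replicates, where the pairing correlation was 0.551, with 7.36 in replicate 1 and 1.68 in replicate 3. The difference from uninjected libraries was 12.5 points for anti-SMARCA5 (permutation p = 0.00057), with 13.3 in replicate 1 and 3.53 in replicate 3. Within replicates it was 8.39 points (permutation p = 0.00691), where the pairing correlation was 0.083. IgG differed from uninjected by 5.29 points (permutation p = 0.0479), and by 3.87 points (permutation p = 0.136) within replicates, where the pairing correlation was 0.419, with 5.89 in replicate 1 and 1.85 in replicate 3. Total counts in log10 were higher by 0.359 after deletion than in wild type (permutation p = 0.0287). The deletion-like shift of a TrimAway library was taken as the mean log2(CPM + 1) of genes at least 2-fold higher after deletion minus that of genes at least 2-fold lower. It was -0.065 ± 1.55 in anti-SMARCA5 libraries, -1.41 ± 1.10 in IgG and -1.74 ± 0.68 in uninjected libraries. Within the anti-SMARCA5 group it was -0.70 in replicate 1, -0.25 in replicate 2 and 1.68 in replicate 3. Over the 31 anti-SMARCA5 libraries the shift rose with the log2 mitochondrial share, with r = 0.379 (permutation p = 0.0349, adjusted over 23 relations 0.134) and rho = 0.40 (permutation p = 0.0256), and r was 0.524 without the 2 libraries farthest from the median share. Within replicates r was 0.865, 0.627 and -0.390, so the relation held in replicate 1 (permutation p = 1e-05, the smallest possible, adjusted 0.00023) and not in replicate 3. In uninjected libraries, which received no antibody, r was 0.707 (permutation p = 0.00344, adjusted 0.0396) and rho 0.80 (permutation p = 0.00064), with r of 0.60 without the 2 farthest libraries and of 0.494 within replicate 1. In IgG libraries r was 0.51 (permutation p = 0.0221, adjusted 0.102) and rho 0.544 (permutation p = 0.0149), with 0.426 (permutation p = 0.0766) without the 2 farthest, on which the pooled r past the threshold rests. It was 0.738 in replicate 1 (0.395 without the 2 farthest there, permutation p = 0.349) and 0.237 in replicate 3.

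**Figure D4:**
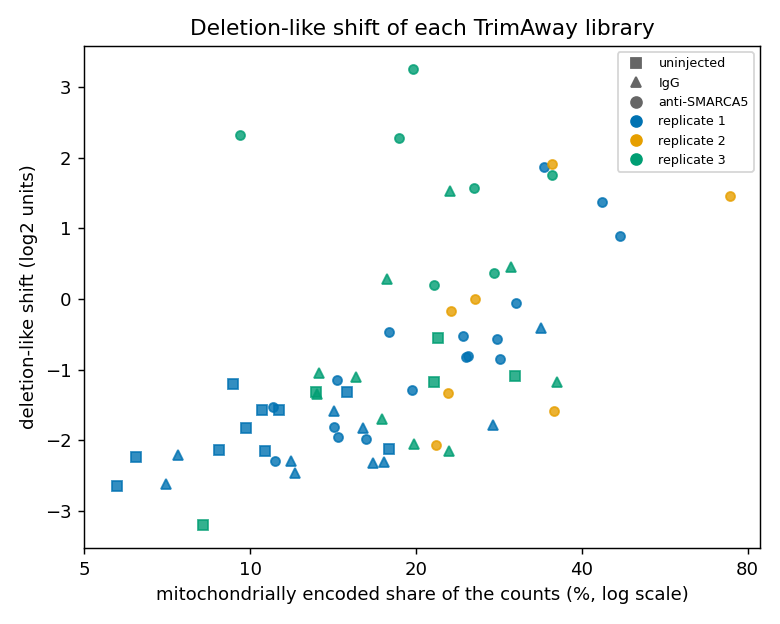
The deletion-like shift of each TrimAway library in log2 units (vertical axis) against the percent of its counts from mitochondrially encoded genes (log axis), with shapes for groups and colours for replicate numbers. Over anti-SMARCA5 libraries r is 0.865 in replicate 1 and -0.390 in replicate 3.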

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

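The permutation tests of differences between replicate numbers on single values per library and the test of a weaker effect of TrimAway were chosen only after the results were seen. The other tests were set after the data had been opened but before their own outcome was seen.

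The effect of the deletion differed between replicates 1 and 2 for 65 genes. This was 1 of 100 splits that shuffled the replicate numbers of the libraries within each genotype, the real one included, with that many genes, where the other splits gave a median of 0 and at most 28. With the total count of each library as a covariate 55 genes differed. With libraries of at least 500000 counts 1 gene differed (698 at an unadjusted p under 0.05), and with all libraries 2 (1027 unadjusted). The count thus depends on which libraries enter, and an effect of depth is not excluded. The replicate numbers are pools of embryos sequenced on different lanes, and a lane and a pool cannot be told apart here. On simulated counts this test recovered 0% of 4-fold differences and 84.5% of 16-fold ones, and the larger size was tried after the first had failed, so the test can miss most differences of moderate size. No biological explanation was tested.

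The effects of deletion and TrimAway differed for 2315 genes. This was 1 of 100 splits of the libraries with that many genes, and the others gave a median of 3 and at most 242. These splits shuffled the group labels within each experiment and replicate number, which removes the effects of both deletion and TrimAway. They therefore cannot tell equal effects from different ones, and decide nothing on that question. In 86.5% of the genes in both fits the TrimAway effect had the same direction and was smaller, which is consistent with a weaker effect of TrimAway for most of these genes. Genes with the largest deletion effects are more easily called different in this direction, so the share is no measure of how much weaker. The experiments also differ in embryos, lanes and time of depletion, and these were not separated. On simulated counts the test recovered 24.5% of 4-fold and 97% of 16-fold differences.

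The change of the 2-cell list after deletion differed between replicates by 2.70 (permutation p = 0.00103, adjusted over 8 tests 0.00824), since it was -3.36 in replicate 1 and -0.66 in replicate 2. With total counts or mitochondrial share as a covariate p was 0.00156 and 0.00146, so that neither removed the difference. The permutation test that found the difference is also the only test of chance here. With each replicate scaled alone, wild-type libraries averaged 5.68 in replicate 1 and 3.45 in replicate 2. Deletion libraries averaged 2.36 and 2.96. The replicates thus differed more in the wild-type libraries than in the deletion libraries. A difference between lanes or pools may contribute, and it could not be separated from the replicate number.

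For anti-SMARCA5 against IgG, replicates 1 and 3 differed in 3 of the 4 values tested. For the 2-cell list the difference of differences was -2.03 (permutation p = 0.0126, adjusted 0.0315), with p = 0.0125 given total counts and 0.0209 given mitochondrial share. For the maternal list it was 0.84 (permutation p = 0.00752, adjusted 0.0301), with p = 0.00553 and 0.00694 given the same covariates. For genes detected at equal depth it was -1178 (permutation p = 0.0158, adjusted 0.0315), with p = 0.0107 and 0.00808. The lanes were the same, so depth, mitochondrial share and lane leave the differences in place. The IgG libraries of replicate 1 held 0 Trim21 counts and 8 of the 10 of replicate 3 held more than 3, so the controls were not alike. Against uninjected libraries, however, IgG moved from replicate 1 to 3 in the same direction as anti-SMARCA5, and by less. For the 2-cell list it moved from 1.24 to -0.12 and anti-SMARCA5 from 1.29 to -2.02, for the maternal list from -0.11 to 0.50 and from -0.028 to 1.54, and for detected genes from -432 to -675 and from -34.8 to -1455. Both sets of values use the same uninjected libraries, so a shift of those libraries between replicates would move both in the same direction. Whether the IgG controls themselves moved is therefore not settled, and the cause was not tested. The remaining 4 of the 8 tests, with the deletion comparison's other 3 values and the ribosomal list here, had permutation p-values of at least 0.0837. Given mitochondrial share, p was 0.00323 for the maternal list after deletion and 0.0129 for the ribosomal list here, against 0.0869 and 0.0850 given total counts. It stayed over 0.05 for the other 2.

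A signal appeared in the 3 wells without an embryo, whose highest total was 1875 counts, against 109007 in the smallest kept library. Their counts correlated with the summed embryo libraries of replicate 2 with rho = 0.374 across 9277 genes. The value set before this test for reads from embryo wells was 0.5, which goes against that source, but 20 draws of equal depth from the embryo libraries reached only a median of 0.439 and a range of 0.42 to 0.449. The threshold could thus not be reached at this depth, and it decides nothing. The wells lay below all of these draws. The draws treated each count as independent, which reads without molecular identifiers are not. The lower value therefore does not tell whether the wells hold more than a sample of the embryo libraries. Gdf9 made up 17 of the wells' 3151 counts (0.540%, Wilson interval 0.337 to 0.862%), against 0.619% in maternal deletion and 0.00633% in wild-type libraries of replicate 2. Of these 17 counts, 11 came from well G03, so the share rests mostly on that well. Reads from single embryo wells, or from these mixed with another source, were not tested and are not excluded.

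The IgG wells of replicate 2, left out for depth, held up to 766 CPM of Trim21, with 3 of the 6 wells above 3 counts, while uninjected libraries were all at or under 3 counts. These wells held 8884 to 34050 counts. No explanation of the low depth was tested.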

How the results depend on the processing

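The halved counts, the fit without mitochondrial genes, the length and GC corrections the fits of Trim21 without a low-count filter and the block tests of lists and detected genes against uninjected were chosen after seeing the data. The 17 results of comparisons had 170 alternative values, of which 115 kept their direction and side of the threshold or stayed within 1.5 times the count, 10 lost the threshold, 5 gained it, 34 counts moved further and 6 reversed. The cause was not tested for any of the changes below, except for Trim21 without replicate 3.

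Without a low-count filter, the counts of changed genes rose to 10416 for deletion (4825 with the filter), 3010 for anti-SMARCA5 against IgG (317), 6184 for anti-SMARCA5 against uninjected (2999) and 881 for IgG against uninjected (0). They rose to 678 for the difference between replicates (65) and 4285 for that between deletion and TrimAway (2315). With libraries summed per replicate and the block, the 4 comparisons gave 3087, 19, 21 and 28 genes. With DESeq2, anti-SMARCA5 against IgG gave 1007, IgG against uninjected 261 and the difference between replicates 322. Limma voom gave 1556 genes for anti-SMARCA5 against IgG. All libraries gave 623 there and 2 for the difference between replicates, and libraries of at least 500000 counts gave 150 and 1. Total counts only gave 64, the block 2691, all 3 TrimAway groups in one fit 897, halved counts 648, the length and GC correction 1334, and 3415 with the block. All 3 groups in one fit gave 1 gene for IgG against uninjected. A change of at least 2-fold left 1956 genes for anti-SMARCA5 against uninjected, and the block gave 1404 genes for deletion against TrimAway, against 2315 without it. The count for anti-SMARCA5 against IgG thus ranged from 0 to 3415, and 317 is one value among them. On simulated 4-fold changes the summed fit recovered 53.5% and the block fit 56%. These simulated counts held no difference between replicate numbers, so a block could gain nothing there. The recovered shares therefore do not rank these fits against the main fit on the real data.

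Leaving out each replicate number in turn gave 2801 to 3879 genes for deletion, 0 to 591 for anti-SMARCA5 against IgG (1210 at an unadjusted p under 0.05 for the 0), 1 to 2921 for anti-SMARCA5 against uninjected, 0 to 1 for IgG against uninjected (916 unadjusted for the 0) and 1113 to 1850.0 for deletion against TrimAway. The set lower after deletion ranged from -0.77 to -0.55, with p of 0.0529 and 0.0542 at both ends, and the 2-cell list after deletion from -3.33 to -0.49. The 2-cell list for anti-SMARCA5 against IgG ranged from -1.32 without replicate 1 to -0.26 without replicate 3. The first was past the threshold (permutation p = 0.0342) and the second was not (permutation p = 0.657). Detected genes reversed, from -159 to 374 for deletion and from -608 to 150 for anti-SMARCA5 against IgG, with 57.1 without replicate 2. Trim21 in IgG against uninjected ranged from -2.10, a reversal without replicate 3, to 12.68, and there the value shows the cause, since IgG libraries of replicate 1 held 0 Trim21 counts. Smarca5 for anti-SMARCA5 against uninjected ranged from -0.34 to 0.036, a reversal without replicate 3. Fits without replicate 2 were not run for IgG against uninjected, since no library of replicate 2 enters.

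Detected genes after deletion changed by -459 with at least 5 counts, a reversal past the threshold (permutation p = 0.00188), and by 1316 without thinning (permutation p = 0.00500). For anti-SMARCA5 against IgG they changed by 429.7 without thinning, also a reversal. All libraries gave 0.62 for the set higher after deletion (camera p = 0.104). With the block, Smarca5 was -1.02, the 2-cell list -0.95 and the maternal list 0.50 for anti-SMARCA5 against IgG, each past the threshold. Trim21 in IgG against uninjected was no longer past it with libraries of at least 500000 counts (10.30), DESeq2 (9.75, with no adjusted p), voom (3.01), the block (8.19) and summed libraries (8.50). For anti-SMARCA5 against uninjected, same-numbered groups did not deviate together (correlation 0.083, different embryos), and the block gave 3426 genes, 1853 higher and 1573 lower. There the 2-cell list reversed to -0.36 (permutation p = 0.473), the maternal list was 0.75 (permutation p = 0.00704) and detected genes -745 (permutation p = 0.0365), both past the threshold only with the block. The ribosomal list was -1.75 (permutation p = 5.00e-05) and the mitochondrial share 8.39 points (permutation p = 0.00691).

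Of the 46 other reported values, 44 kept their direction in each alternative, and 20 kept both direction and side of the threshold. Their 439 alternative values held 383 unchanged in that sense, 52 that lost the threshold, 2 that gained it and 2 that reversed. Some named genes gave no value where a filter removed them, among them 4932438H23Rik, Gm4799, Dohh, Stmn3, Mmp19, Sepp1, Onecut2, Tacr3, Gm16243 and Irs1. The tests of a difference between effects recovered 0% and 24.5% of simulated 4-fold differences, against 85.5% for the deletion comparison, and no simulation varied the depth.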

Other observations

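The tests on Gdf9, the length and GC corrections with the block, the mitochondrial share covariate in the deletion comparison and the splits of IgG against uninjected were chosen only after the results were seen. The other tests were set before their own outcome was seen, though those on Trim21 and on mitochondrial share were prompted by patterns in the data.

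The split of the libraries by label was compared with other splits into groups of the same sizes that kept the replicate numbers in balance. In 1 of 100 splits, the real one, the deletion comparison gave as many genes, and the others gave 0. The same held in 1 of 100 splits for anti-SMARCA5 against IgG, where the others gave at most 9, and in 1 of 100 splits for anti-SMARCA5 against uninjected, with at most 56. For the TrimAway medians of genes lower and higher after deletion it was 1 of 100 splits each. For IgG against uninjected, with 0 genes (1440 at an unadjusted p under 0.05), 100 of 100 splits gave as many, as any split must when the count is 0. The anti-SMARCA5 libraries of replicate 2 kept their label in all splits against IgG, since no IgG library shares that number.

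Technical explanations of the gene counts were tested with covariates or corrections. For the deletion comparison (4825 genes), 5099 genes passed the threshold with the length and GC correction and 5040.0 with it and the block, 5015 with total counts as a covariate and 4664 with it and the block, and 4662 with mitochondrial share. None of these removed the difference. For anti-SMARCA5 against IgG (317 genes, 2691 with the block), length and GC gave 1334 and 3415 genes and total counts gave 422 and 2924. With mitochondrial share as a covariate 8 genes passed, 6 of them among the 317, and with the block 1176, 1134 of them among the 2691. Both are under 50% of the count without the covariate, so the mitochondrial share of the counts remains a candidate explanation for much of this comparison. The fit without mitochondrial genes gave 381 genes, 245 higher and 136 lower. Leaving out the counts of these genes thus did not by itself lower the number of calls. The share was itself higher in anti-SMARCA5 libraries and may follow from the treatment, in which case the covariate removes part of the effect, and these data cannot tell the directions apart.

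The deletion-like shift varied among anti-SMARCA5 libraries. It correlated with log2 Trim21 CPM with r = 0.271 (permutation p = 0.142, adjusted over 23 relations 0.286), rho = 0.285 (permutation p = 0.118), r = 0.302 without the 2 farthest libraries, and 0.473, 0.485 and 0.282 within replicates 1 to 3. In replicate 1 the permutation p was 0.0549 (adjusted 0.158), and without the 2 farthest libraries there r was 0.592 (permutation p = 0.0194, not adjusted). The test in the IgG group was run on replicate 3 alone, since replicate 1 held 0 Trim21 counts. There r was -0.00722 (permutation p = 0.986, adjusted 0.986), rho -0.109 (permutation p = 0.766) and r 0.193 without the 2 farthest libraries. All 10 are labelled as injected, so this does not test injection. The relation with Trim21 was not past the threshold over all anti-SMARCA5 libraries either, so its absence here decides nothing, and the amount of Trim21 RNA is not excluded as a source of the variation. With log10 total counts r was 0.455 (permutation p = 0.00995, adjusted 0.0572), rho 0.389 (permutation p = 0.0307), and r was 0.238 (permutation p = 0.211) without the 2 farthest libraries, so the pooled r past the threshold rests on them. Within replicates r was 0.496, 0.546 and 0.611. Replicate 1 holds neither of the 2, and there p was 0.0445 for r (permutation, adjusted 0.146) and rho was 0.647 (permutation p = 0.00684), so a relation was also seen without them. Without the 2 farthest libraries of replicate 1 its r was 0.442 (permutation p = 0.101). With log2 mitochondrial share r was 0.379 over the group. In IgG libraries r with log10 total counts was 0.189 (permutation p = 0.413, adjusted 0.559) and rho 0.0977 (permutation p = 0.678), with r of 0.0868 without the 2 farthest libraries, 0.254 in replicate 1 and 0.12 in replicate 3. In uninjected libraries r was -0.163 (permutation p = 0.560, adjusted 0.644) and rho -0.286 (permutation p = 0.301), with r of -0.339 without the 2 farthest and 0.147 in replicate 1. The relation with depth was thus not seen in the control groups. Depth and mitochondrial share remain candidate explanations of the variation among anti-SMARCA5 libraries, and a difference in the degree of depletion was not tested, since protein was not measured in these libraries.

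Gdf9 rose after deletion more than all but 1 of the 41 other genes tested in the maternal list, Plat, and its gain of 6316 in mean CPM was above the largest other gain of 4791. General retention of oocyte transcripts may explain the rise, since 30 of the other genes of the list were also higher and 1 changed more on the log2 scale. A deleter transgene that carries Gdf9 sequence is another candidate, as the gain of 6316 CPM was the largest of the list. The labels name no transgene, and counts per gene cannot tell the explanations apart. The library in well A04 that is labelled maternal deletion, with 24.5 CPM of Gdf9 and 349 CPM of Smarca5, has values in the range of wild-type libraries. Its maternal list score was 5.03, below the 6.55 that was the lowest of the other deletion libraries and below the wild-type median of 5.38. Its ribosomal list score was 7.24, above their highest of 6.05 and within the wild-type range of 4.73 to 7.71. Its 2-cell list score of 3.89 lay within the ranges of both groups. These scores were compared after its Smarca5 and Gdf9 values were seen, and the labels give no mark of genotype that is independent of expression.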
